# EIF5A2 specifically regulates the transcription of aging-related genes in human neuroblastoma cells

**DOI:** 10.1186/s12877-023-03793-6

**Published:** 2023-02-07

**Authors:** Yuwei Liu, Li Peng, Jing Chen, Ling Chen, Ying Wu, Mengxin Cheng, Min Chen, Xujun Ye, Yalei Jin

**Keywords:** EIF5A2, RNA-seq, Transcription, Aging, Unfolded protein response

## Abstract

**Background:**

Post-transcriptional regulation plays a critical role in controlling biological processes such as aging. Previous studies have shown that eukaryotic initiation factor 5A (EIF5A) might play a crucial role in aging. It is unknown whether EIF5A2, a second isoform of EIF5A, could impact aging through post-transcriptional regulation.

**Methods:**

In the present study, EIF5A2 overexpression (EIF5A2-OE) was induced in SH-SY5Y cells. RNA-seq, bioinformatics analysis and RT-qPCR validation experiments were then performed to explore the molecular mechanism of EIF5A2-mediated transcriptional regulation. Cell viability, proportion of senescent cells and the cell cycle were respectively determined by Cell Counting Kit-8, SA-β‑galactosidase and flow cytometry to evaluate the cell senescence.

**Results:**

A total of 190 downregulated and 126 upregulated genes related to EIF5A2-OE were identified. Genes closely related to cellular aging processes such as unfolded protein response (UPR), cell adhesion and calcium signaling pathway were under global transcriptional regulation. Moreover, EIF5A2-OE promoted the viability of SH-SY5Y cells and reduced cell senescence in vitro. Among 30 genes with the most significant expression differences in EIF5A2-OE cells, we identified eight genes, including *ASNS*, *ATF3*, *ATF4*, *CEBPB*, *DDIT3*, *HERPUD1*, *HSPA5* and *XBP1,* enriched in the UPR. Through EIF5A2-tanscription factors (TFs)-targets regulation network in EIF5A2-OE cells, we found three TFs, BHLHE40, RHOXF1 and TBX20, that targeted at these eight UPR-related genes. Verification test via the published database of human glial cell tissue showed only BHLHE40 and RHOXF1 were significantly associated with EIF5A2.

**Conclusions:**

Our findings suggest that EIF5A2 may alleviate cell senescence in vitro and mediate UPR-related genes via specific TFs. Thus, EIF5A2 could function as a regulator of aging via the regulation of transcription, which greatly expands the current understanding of the mechanisms of EIF5A2**-**mediated gene regulation.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12877-023-03793-6.

## Introduction

It has been fully elucidated that aging is a major risk factor for neurodegenerative diseases, carcinoma, and many other chronic diseases [1]. Although there is no single molecular mechanism that can explain the functional decline in so many systems in the elderly, one dominant theory that has been put forward is that molecular damages, genome injuries and instability, accumulates over time, leading to phenotypic changes in organisms [2]. Even if chemically more vulnerable than DNA, RNAs are usually rapidly turned over. Thus, the consequences of damaged RNA molecules are usually restricted.

The regulation of gene expression tends to occur in the transcriptional stage. However, post-transcriptional regulation plays a critical role in controlling biological processes as well. Post-transcriptional regulation has been reported to participate in many gene expression processes such as apoptosis, immune response, inflammation, the cell cycle, and oncogenesis [3]. RNA binding proteins participate in many aspects of post-transcriptional regulation, including pre-mRNA splicing, alternative splicing, and regulation of mRNA stability, transport, and translation [4].

Eukaryotic initiation factor 5A (EIF5A) is known to act as a translation initiation factor specific for a small number of mRNAs and is highly conserved throughout evolution [5]. EIF5A was first isolated from rabbit reticulocyte lysate ribosomes [6], but later studies suggested that it plays a more ubiquitous role in cells, including cellular proliferation and apoptosis [7], and nucleocytoplasmic transport [8]. Moreover, it is reported to be involved in various aspects of RNA metabolism, including mRNA degradation and turnover [9]. Several studies have implicated EIF5A in aging. Schrader et al. reported that EIF5A mediates cell viability and senescence through its effects on the stability of certain mRNAs [10]. Decreased expression of EIF5A leads to mitochondrial fission and excessive reactive oxygen species (ROS) production, which results in vascular smooth muscle cell (VSMC) senescence [11]. It has been revealed that an autophagy regulatory mechanism is mediated by EIF5A at the translational level, which can be harnessed to reverse immune senescence in humans [12]. Evidence from a rat model has shown that a reduction in EIF5A content is associated with brain aging [13].

EIF5A2, a second isoform of EIF5A, is upregulated in different types of tumor cells and is an important regulator of tumorigenesis in vitro [7, 14]. To further reveal the functions of EIF5A2 in vivo, Chen et al. generated EIF5A2 overexpressing transgenic mice. Unexpectedly, the EIF5A2 transgenic mice exhibited accelerated organismal aging phenotypes instead of forming spontaneous tumors. However, the mechanisms underlying the effects of EIF5A2 on aging remain to be further studied.

The purpose of this study was to address the effects of EIF5A2 on the transcription of aging-related genes. To this end, we established an EIF5A2 overexpression model in vitro and analyzed the impact of EIF5A2 on the level of gene expression by RNA-sequencing and analyzing the transcriptomes of the overexpressing cells compared to controls. Cell viability, proportion of senescent cells and the cell cycle were performed to evaluate the cell senescence. EIF5A2-regulated transcription factor (TF) and target gene network analyses were also conducted. We then generated a transcription factor–target gene regulatory interaction network and verified the EIF5A2- tanscription factors (TFs)-target regulation network in microglia from human brain tissue via the existing database. Our results should expand the current understanding of EIF5A2-mediated aging regulation.

## Material and methods

### EIF5A2 cloning and plasmid construction

The primer pairs for Hot Fusion were designed with CE Design V1.04, in conjunction with the portion of the vector pIRES-hrGFP-1a sequences, each with a 17 bp–30 bp overlap.

- F-primer: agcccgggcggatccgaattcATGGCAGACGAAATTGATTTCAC
- R-primer: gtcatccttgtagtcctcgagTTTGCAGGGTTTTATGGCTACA

Vector pIRES-hrGFP-1a was digested by EcoRI and XhoI (NEB, Ipswich, MA, US) at 37℃ for 2 h. The enzyme-digested vector was then run on a 1.0% agarose gel and purified with a Qiagen column kit (Qiagen, Dusseldorf, Germany). The total RNA was isolated from SH-SY5Y cells with Trizol. Purified RNA was transcribed to cDNA using an oligo dT primer. Then, the insert fragment was synthesized with polymerase chain reaction (PCR) amplification. A linearized vector digested by *EcoRI* and *XhoI* (NEB, Ipswich, MA, US) and PCR insert were added to a PCR microtube for ligation with ClonExpress® II One Step Cloning Kit (Vazyme, Nanjing, China). Plasmids were introduced into an *Escherichia coli* strain by chemical transformation. Cells were plated onto LB agar plates containing 1 µL/mL ampicillin and incubated overnight at 37℃. Colonies were screened by colony PCR (28 cycles) with universal primers (located on the backbone vector). The insert sequence was verified by Sanger sequencing.

### Cell culture and transfection

The human neuroblastoma cells (SH-SY5Y cell line; Procell Life Science & Technology Co., Ltd., Wuhan, China) were cultured in Dulbecco’s Modified Eagle’s Medium /F12 medium (Sigma Aldrich, St. Louis, MO, USA) supplemented with 10% fetal bovine serum (FBS; Sigma Aldrich), 100 IU/mL penicillin (Sigma Aldrich), 100 µg/mL streptomycin (Sigma Aldrich), and glutamine (2 mM) (Sigma Aldrich) for 24 h. The transfection of SH-SY5Y cells with an EIF5A2-overexpressing (OE) plasmid was performed using Lipofectamine 2000 (Invitrogen, Carlsbad, CA, USA) according to the manufacturer’s instructions. The experiments were carried out at 48 h after transfection.

### Assessment of EIF5A2 overexpression

Glyceraldehyde -3-phosphate dehydrogenase (GAPDH) was used as the control gene for assessing the effect of EIF5A2-OE. The control group referred to the SHSY5Y transfected with empty vector. cDNA synthesis was performed according to standard procedures and RT-qPCR was carried out on the Bio-Rad S1000 with Bestar SYBR Green RT-PCR Master Mix (DBI Bioscience, Shanghai, China). The information of the primers used in the RT-PCT is presented in Additional File 1. The concentration of each transcript was normalized to the mRNA level of GAPDH using the 2^−ΔΔCT^ method [15]. Comparisons were performed using the paired Student’s *t*-test using GraphPad Prism software (San Diego, CA, USA).

### Western blot analysis

Proteins from normal and EIF5A2-OE SH-SY5Y cells were separated by electrophoresis on 10% sodium dodecyl sulfate polyacrylamide (SDS-PAGE) gel and subsequently transferred onto a polyvinylidene fluoride (PVDF) membrane (Millipore, San Jose, CA, USA). The blots were cut prior to hybridisation with antibodies. The overexpression of EIF5A2 was detected using a monoclonal Flag antibody (Sigma-Aldrich) diluted in tris-buffered saline tween (TBST) (1:2000) and GAPDH was used as the loading control.

### RNA extraction for library preparation and sequencing

Total RNA was extracted with TRIZOL (Life Technology, Carlsbad, CA, USA) as previous study descripted [16]. The RNA was further purified with two phenol–chloroform treatments and then treated with RQ1 DNase (Promega, Madison, WI, USA) to remove DNA. The quality and quantity of the purified RNA were redetermined by measuring the absorbance at 260 nm/280 nm (A260/A280) using Smartspec Plus (BioRad, Hercules, CA, USA). The integrity of RNA was further verified by 1.5% agarose gel electrophoresis. For each sample, 1 μg of the total RNA was used for RNA-seq library preparation by VAHTS Stranded mRNA-seq Library Prep Kit (Vazyme, Nanjing, China). Polyadenylated mRNAs were purified and fragmented, and then converted into double strand cDNA. After the end repair and A tailing step, the DNAs were ligated to VAHTS RNA Adapters (Vazyme, Nanjing, China). Purified ligation products corresponding to 200‒500 bps were digested with heat-labile UDG, and the single strand cDNA was amplified, purified, quantified, and stored at − 80ºC before sequencing. For high-throughput sequencing, the libraries were prepared following the manufacturer’s instructions and applied to an Illumina HiSeq X Ten system for 150 nt paired-end sequencing.

### RNA-seq raw data clean and alignment

Raw reads containing more than 2-N bases were first discarded. Then, adaptors and low-quality bases were trimmed from raw sequencing reads using FASTX-Toolkit (Version 0.0.13). The short reads less than 16 nt were also dropped. After that, clean reads were aligned to the GRch38 genome by tophat2 allowing 4 mismatches. Uniquely mapped reads were used for gene read number counting and fragments per kilobase of transcript per million fragments mapped (FPKM) calculation as previous study descripted [16].

### Differentially Expressed Genes (DEGs) analysis

The R Bioconductor package edgeR was utilized to screen out the differentially expressed genes (DEGs). A false discovery rate < 0.05 and fold change > 2 or < 0.5 were set as the cut-off criteria for identifying DEGs as previous study descripted [16].

### Real-time qPCR validation of DEGs

To further validate the RNA-seq data, RT-qPCR was performed for DEGs. The primer information used for RT-PCT is presented in Additional File 1. Total RNA remaining from the RNA-seq library preparation was used for RT-qPCR. RNA was reverse transcribed into cDNA using a M-MLV Reverse Transcriptase (Vazyme). RT-qPCR was performed with the StepOne RealTime PCR System using the SYBR Green PCR Reagents Kit (Yeasen, Shanghai, China). The PCR conditions consisted of denaturation at 95 °C for 10 min, 40 cycles of denaturation at 95 °C for 15 s, annealing and extension at 60 °C for 1 min. PCR amplifications were performed in triplicate for each sample. The RNA expression levels of all genes were normalized against GAPDH.

### Functional enrichment analysis

To sort out functional categories of DEGs, Gene Ontology (GO) terms and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways were identified using KOBAS 2.0 server [17]. The hypergeometric test and Benjamini–Hochberg false-discovery rate (FDR) controlling procedure were used to define the enrichment of each term (FDR < 0.05).

### CCK-8 assay

The viability of SH-SY5Y cells was measured by a Cell Counting Kit-8 (Dojindo Laboratories, Shanghai, China) on the basis of the manufacturer’s instructions and previous research [18]. Briefly, after being inoculated in 96-well plates (2 × 10^4^ cells/well), the control group and the SH-SY5Y cells transfected with EIF5A2-OE plasmid were incubated in a humidified incubator at 37 ℃ with 5% CO_2_ for 0 h, 24 h, 48 h and 72 h. Then the cells were supplemented with 20 μL of the CCK-8 solution and incubated for 4 h. The absorbance at 450 nm was measured using a microplate reader (PerkinElmer/Envision, PerkinElmer, Inc. USA).

### Senescence-associated β-galactosidase (SA-β-gal) staining

A Senescence β-Galactosidase Staining Kit (Beyotime, Shanghai, China) was used to evaluate the senescence status of SH-SY5Y cells according to the manufacturer's instructions and previous research [18]. Briefly, cells were washed with phosphate-buffered saline (PBS, Life Technologies, Shanghai, China) and fixed in SA-β-gal fixing solution for 15 min at room temperature. Subsequently, cells were washed three times (3 min/time) with PBS and stained with SA-β-gal working solution at 37 °C overnight. The β-galactosidase positive cells were calculated using ImageJ software (Version 1.52v, National Institutes of Health, Bethesda, MD) while its status was observed under a microscope (BX53M, OLYMPUS, Tokyo, Japan).

### Cell cycle assay

The SH-SY5Y cells were fixed with precooled 70% ethanol at 4˚C overnight. After being re‑suspended in PBS and cultured with RNAase (10 mg/ml) at 4˚C for 1 h, the cells were incubated with propidium iodide (PI; 10 µg/ml) solution in the dark for 15 min. Cell cycle was evaluated with the FACSCalibur Flow Cytometer (BD Biosciences; Becton, Dickinson and Company) as previous research reported [18]. The data were processed by CellQuest software (version 5.1; BD Biosciences; Becton, Dickinson and Company).

### Analysis of EIF5A2-regulated TFs and target gene networks in glial cells

In order to obtain the target genes of differentially expressed TFs, we gathered candidate genes from identified DEGs from our differential analysis. HOMER, a software suite for ChIP-Seq analysis, was adopted to identify the enriched motifs from the promoter region of the DEGs [19]. Known TFs and corresponding transcription factor binding sites were got from JASPAR databases [20]. Then, to further decipher the TF-motif regulatory relationships we predicted the targeted motifs of TFs by searching the binding sites of TFs within the promoter region of candidate target genes using TargetScan (release 7.2: March 2018). After overlapping the enriched motifs selected by HOMER and the motifs bound to the known TFs which were found with TargetScan, EIF5A2-TFs-targets regulation networks were constructed. Cytoscape (version 3.5.1) was used to visualize our regulation network. CentiScaPe app, a plug-in of Cytoscape, was used to calculate the degree distribution of the network.

### Downloading RNA-seq data of microglia from human brain tissue

The RNA-seq data of microglia from human brain samples were downloaded from the TCGA database (Data source: GSE99074) to analyze the expression of EIF5A2-TFs-targets [21].

## Results

### EIF5A2 overexpression in SH-SY5Y cells preferentially regulates the expression of several genes

To reveal the EIF5A2-mediated transcriptional regulation, we performed RNA-seq experiments with EIF5A2-OE cells. Six cDNA libraries were prepared from the control and EIF5A2-OE cells (details can be found in Additional file 2). 

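SH-SY5Y is an established human neuroblastoma cell line. Cells transfected with the EIF5A2 overexpression plasmid (EIF5A2-OE) were compared with control cells, which received the empty vector, 48 h after transfection, with 3 libraries per group. The libraries were made from polyadenylated RNA with a stranded kit and sequenced as paired ends. The authors trimmed the reads, aligned them to GRCh38 with tophat2 and counted the uniquely mapped reads on each gene. The deposited counts were not normalized, and FPKM values calculated by the authors were deposited beside them. The reads counted on genes numbered 31905642, 35102286 and 31408691 in Control replicates 1, 2 and 3. They numbered 34148928, 26799559 and 36047770 in EIF5A2-OE replicates 1, 2 and 3. The paper's Additional file 2 reports 68025255 to 90933694 clean reads and 30808158 to 38506029 uniquely mapped tags per library. The reads counted on genes make up 87.0% to 94.0% of those tags. The tests of differential expression rest on these gene counts, and values given in FPKM and the correlations between libraries rest on the deposited FPKM. Between any 2 libraries the counts varied more than sampling noise, since the chi-square statistic per degree of freedom over 16767 genes was at least 3.49. Every library was therefore kept as a separate replicate. Differential expression was tested on the deposited counts with edgeR's quasi-likelihood test after TMM normalization, whose factors lay between 0.993 and 1.01. In the read table, 18145 genes passed edgeR's filter on low counts and were tested. DEGs were genes with a Benjamini-Hochberg FDR under 0.05 and a fold change above 2 or below 0.5, which are the thresholds of the paper. The paper's methods name edgeR but no filter, normalization or dispersion estimate, and these choices change the number of DEGs.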

As shown in Fig. 1A and B, the efficacy of EIF5A2-OE was assessed by RT-qPCR, western blotting and FPKM calculation, respectively. 

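EIF5A2 (ENSG00000163577.7) lies on the minus strand of chromosome 3 of GRCh38 from 170888418 to 170908644. In Control replicates 1, 2 and 3, 165, 201 and 171 reads were counted on it. In EIF5A2-OE replicates 1, 2 and 3, the reads numbered 609, 529 and 761. The FPKM of EIF5A2 was 0.793 ± 0.0404 (SD, n = 3) in the control group and 2.87 ± 0.261 (SD, n = 3) in the EIF5A2-OE group. Every EIF5A2-OE library lay above every control library (exact two-sided permutation test of FPKM, p = 0.1, the smallest p that 3 libraries against 3 allow). The log2 fold change of EIF5A2 was 1.84 (standard error 0.09, FDR = 9.66e-10 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With each library left out in turn, it stayed between 1.78 and 1.90. The alternative that moved it most was limma on log2(FPKM + 1), a scale that understates the change of low genes, with a log2 fold change of 1.11. The counts do not separate transcripts of the plasmid from those of the cells' own gene. The paralog EIF5A (ENSG00000132507.17, chromosome 17 from 7306999 to 7312463) had 17882 ± 936 normalized counts (SD, n = 3) in the control group and 18717 ± 1341 (SD, n = 3) in the EIF5A2-OE group. Its log2 fold change of 0.07 (standard error 0.06) was within the replicate spread (FDR = 0.417 from the same edgeR test). With a trend on gene length and GC content removed, a correction chosen after the data had been seen, it was 0.16 (FDR = 0.0301 from the same edgeR test).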

The heat map showed the correlation coefficient matrix and three replicates of the EIF5A2-OE and the control group were highly correlated and the two groups were separated from each other (Fig. 1C. Details can be found in Additional file 3).

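Pearson correlations between libraries were calculated across all genes of the FPKM table on the log2(FPKM + 1) scale. These are correlations across genes, which are not independent replicates. Within a group, the correlation ranged from 0.9962 to 0.9973. Between groups, it ranged from 0.9920 to 0.9961, so the lowest value within a group lay just above the highest value between groups. EIF5A2-OE replicate 1 was the library nearest to the other group. Its mean correlation was 0.9956 with the control libraries and 0.9963 with the other EIF5A2-OE libraries. Without it, the lowest correlation within a group was 0.9967 and the highest between groups was 0.9946. The order depended on the scale. On FPKM without a logarithm, the lowest correlation within a group was 0.9960 and the highest between groups was 0.9980. On log2(FPKM + 0.1), these were 0.9855 and 0.9862.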

**Fig. 1:**
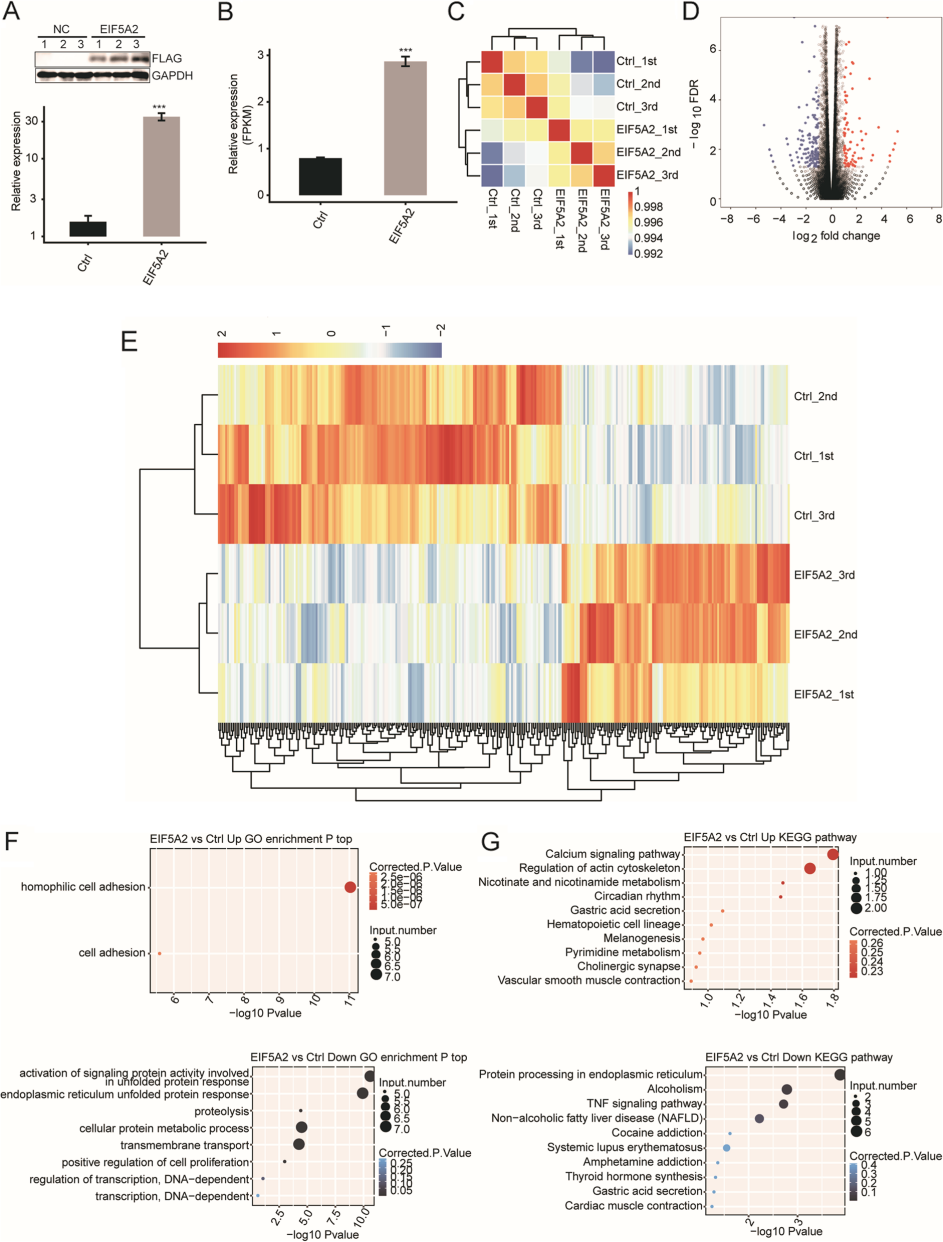
RNA-seq analysis of EIF5A2-regulated transcriptome. **A** EIF5A2 expression quantified by western blot (top panel) and RT-qPCR (bottom panel). (*n* = 3, ***p < 0.001) **B** EIF5A2 expression quantified by RNA-seq data. (*n* = 3, ***p < 0.001) **C** Heat map shows the hierarchically clustered Pearson correlation matrix resulted from comparing the transcript expression values for control and EIF5A2 overexpression samples. **D** Identification of EIF5A2 regulated genes. Up-regulated genes are labeled in red, whereas down-regulated are labeled in blue in the volcano plot. **E** Hierarchical clustering of DEGs in control and EIF5A2 overexpression samples. FPKM values are log2-transformed and then median-centered by each gene. **F** The representative GO biological processes of up-regulated and down-regulated genes. **G** The representative KEGG pathways of up-regulated and down-regulated genes

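Between the EIF5A2-OE and control groups, 167 genes passed both thresholds, of which 78 were upregulated and 89 were downregulated. The alternative that moved this number most upward was edgeR's exact test with one common dispersion and no filter, which gave 316 DEGs. The one that moved it most downward was limma on log2(FPKM + 1) in the genes with a mean FPKM of at least 0.5, which gave 22. Among DEGs whose groups did not overlap and whose mean count was at least 50, the largest rises were in TXNIP, ARRDC4, BHLHE40, EIF5A2 and NOMO3. TXNIP (ENSG00000265972.5, chromosome 1 from 145992435 to 145996579) rose from 174 ± 12.9 to 3862 ± 1308 normalized counts (SD, n = 3 per group). Its log2 fold change was 4.47 (standard error 0.20, FDR = 3.07e-10 from edgeR's quasi-likelihood test). ARRDC4 had a log2 fold change of 2.21 and BHLHE40 of 2.17. NOMO3 had a log2 fold change of 1.48. This value is uncertain because NOMO1 and NOMO2 have nearly the same sequence, and reads that map to several places were not counted. The largest falls by the same rule were in CHAC1, DDIT3, RPPH1, SLC7A11 and RMRP. CHAC1 (ENSG00000128965.11, chromosome 15 from 40952962 to 40956512) fell from 972 ± 206 to 108 ± 28.9 normalized counts (SD, n = 3 per group), a log2 fold change of -3.20 (standard error 0.16, FDR = 9.66e-10 from the same test). SLC7A11 had a log2 fold change of -2.23. RPPH1 had a log2 fold change of -2.42, and of -0.45 without Control replicate 3, where it was not a DEG. RMRP had a log2 fold change of -2.17, and of -1.06 without that library, where it was still a DEG.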

Three hundred sixteen DEGs were identified in total, with 190 downregulated genes (details can be found in Additional file 4) and 126 upregulated genes (details can be found in Additional file 5) respectively. The volcano plot was established to show the DEGs in EIF5A2-OE cells (Fig. 1D). 

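The counts of the 3 EIF5A2-OE libraries lay entirely outside the range of the 3 control libraries for 156 of the 167 DEGs. This held for 73 of the 78 upregulated and 83 of the 89 downregulated DEGs. Of all tested genes, 42.7% were separated in this way, where chance alone gives 10% for a single gene with 3 libraries against 3. Genes are not independent, so any 1 factor that differs between the groups could separate many of them at once. When each library was left out in turn, the number of DEGs ranged from 115 without Control replicate 1 to 305 without EIF5A2-OE replicate 1. Of the 305 DEGs, 144 were among the 167.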

The heat map analysis of the DEG expression patterns demonstrated that the consistency of the EIF5A2-mediated transcription in the replicate data sets was very high (Fig. 1E). 

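Without the threshold on the fold change, 5013 of the 18145 tested genes had an FDR under 0.05 in edgeR's quasi-likelihood test. Of these, 2682 were higher and 2331 were lower in the EIF5A2-OE group. With each library left out in turn, this number ranged from 2952 without Control replicate 1 to 6315 without EIF5A2-OE replicate 1.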

All together, these results indicated that EIF5A2 extensively regulated gene expression.

Based on the cut-off criteria, the upregulated DEGs were enriched in 2 GO terms, and the downregulated DEGs were enriched in 8 GO terms (Fig. 1F). In the biological process terms of the GO analysis, the upregulated genes in the EIF5A2-OE cells were primarily associated with cell adhesion. 

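The upregulated genes of the paper's Additional file 5 include 7 protocadherin genes, which encode cell adhesion proteins and lie in 2 gene clusters on chromosome 5. All 7 were DEGs, with an FDR between 3.08e-05 and 0.0176 in edgeR's quasi-likelihood test. In the alpha cluster, the log2 fold change was 1.06 for PCDHA8, 1.06 for PCDHA12, 1.08 for PCDHAC1 and 1.37 for PCDHAC2. In the gamma cluster, it was 1.17 for PCDHGB7, 1.34 for PCDHGC3 and 1.20 for PCDHGC4. PCDHGC3 (ENSG00000240184.6, 141475947 to 141512977) had 155 ± 21.2 normalized counts in the control group and 396 ± 111 in the EIF5A2-OE group (SD, n = 3 per group). PCDHA12 was much lower, at 10.2 ± 1.63 and 21.4 ± 1.00 normalized counts (SD, n = 3 per group). The genes of each cluster share their last exons, so a read in those exons does not show which gene it came from. The most counted members, PCDHA1 and PCDHGA1, had log2 fold changes of 0.07 and 0.06. Without Control replicate 1, 4 of the 7 genes were DEGs.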

Whereas the downregulated genes were closely related with the unfolded protein response (UPR) (Details of the down-regulated GO enrichment analysis can be found in Additional file 6). 

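Of the 7 genes that the paper's Additional file 6 lists under the endoplasmic reticulum unfolded protein response, all 7 were downregulated DEGs in the quasi-likelihood test. These are HERPUD1, DDIT3, HSPA5, ASNS, ATF4, ATF3 and XBP1. The same 7 genes make up its terms for activation of signaling protein activity in this response and for cellular protein metabolic process. Of the 7 genes it lists under transmembrane transport, 4 were downregulated DEGs. Of the 5 genes it lists under proteolysis, 3 were. The enrichment was not recalculated, since the terms' full gene lists were not used here.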

Some genes were dysregulated in the EIF5A2 overexpressing samples annotated with KEGG categories and were mainly involved in the calcium signaling pathway, and regulation of the actin cytoskeleton and protein process in the ER (Fig. 1G). As most of the pathways and cellular response were closely related to cell senescence, we assumed that the potential EIF5A2-regulated DEGs could play a substantial role in aging.

### EIF5A2 overexpression influences cell viability, cell cycle and cell senescence

To evaluate the effect of EIF5A2-OE on cell senescence, the cell viability, senescence and cycle of the SH-SY5Y cells were determined by CCK-8, SA-β-gal staining and flow cytometry, respectively. After being treated EIF5A2 overexpression plasmid at different time intervals (0, 24, 48 and 72 h), cells showed enhanced viability in a time-dependent manner (*p < 0.05, ***p < 0.001; Fig. 2A). Moreover, the proportion of SH-SY5Y cells was down-regulated in G1 phase but up-regulated in S and G2 phases compared with control group (*p < 0.05, **p < 0.01, ***p < 0.001; Fig. 2B-C). As shown in Fig. 2D-E, the blue cytoplasm indicated SA-β-gal staining positive cells. The proportion of the positive cells significantly decreased in the EIF5A2-OE group (**p < 0.01), suggesting SH-SY5Y cell senescence was reduced by overexpressed EIF5A2 in cells. These results suggested that EIF5A2-OE promoted cell viability, reduced cell cycle arrest in G1 phase and alleviated cell senescence.

**Fig. 2:**
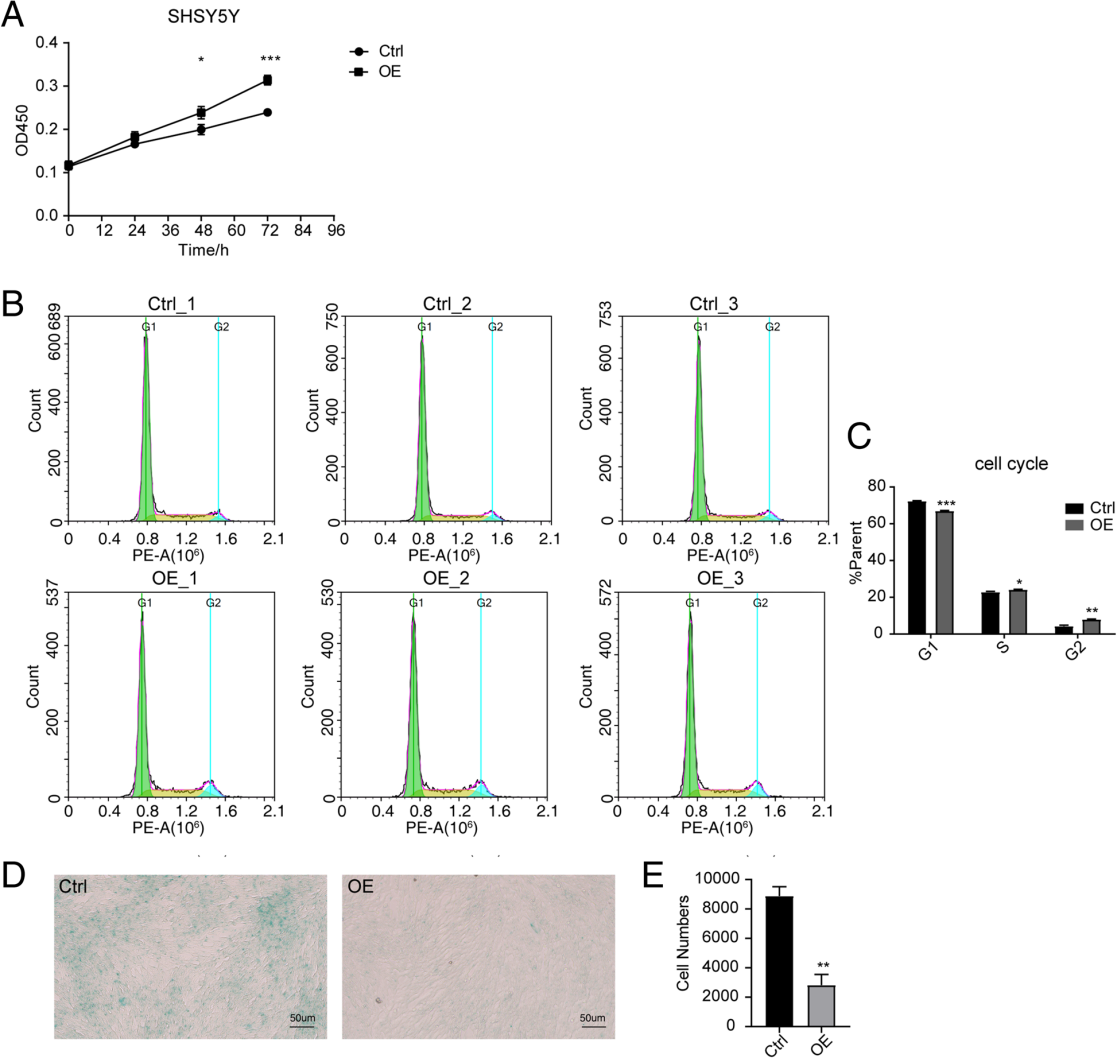
Cell senescence alleviates by EIF5A2 overexpression. **A** SH-SY5Y cells were transfected with the control vector or EIF5A2 overexpression plasmids. CCK8 assay was performed to examine cell viability at 0, 24, 48, and 72 h. **B**-**C** Cell-cycle progression in SH-SY5Y cells was evaluated with flow cytometry 48 h after transfection with EIF5A2 overexpression and the control plasmids. **D**-**E** The senescence of SH-SY5Y cells was identified by the cell senescence-associated β-galactosidase staining. (*n* = 3, *p < 0.05, **p < 0.01, ***p < 0.001.)

### EIF5A2 selectively regulates the expression of UPR associated genes

To further investigate the underlying mechanisms of EIF5A2 on cell aging, 30 genes with the most significant expression differences were identified from all the DEGs regulated by EIF5A2 overexpression (Fig. 3A). Among these 30 genes, eight genes were enriched in the UPR according to the GO biological process. These eight genes were *ASNS*, *ATF3*, *ATF4*, *CEBPB*, *DDIT3*, *HERPUD1*, *HSPA5*, and *XBP1*(Fig. 3A The 8 genes were marked in red.), confirming again that EIF5A2 overexpression has a significant impact on the UPR. 

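Of the 30 genes shown in Fig. 3A, 28 passed the filter on low counts and 27 were DEGs. Ranked by p-value among the 18145 tested genes, DDIT3 was at rank 1, TXNIP at 2, EIF5A2 at 3, CHAC1 at 4, ATF3 at 5, HERPUD1 at 6, ASNS at 7, ATF4 at 8 and XBP1 at 9. RPPH1 was at rank 3101 and RN7SK at rank 3777. Adjusted over the list alone, each of the 28 tested genes had an FDR under 0.05, which is not independent evidence because the list was chosen on these libraries. RN7SK had 103, 203 and 748 reads in Control replicates 1, 2 and 3 and 120, 85 and 167 in EIF5A2-OE replicates 1, 2 and 3. Its log2 fold change was -1.52, and -0.25 without Control replicate 3. BATF3 had a log2 fold change of -0.64 (standard error 0.19, FDR = 0.0165 from edgeR's quasi-likelihood test), under the threshold on the fold change. The gene ENSG00000280614.1 and AP001065.7 were not tested. ENSG00000280614.1 had 96 reads in Control replicate 3 and at most 9 in any other library, and AP001065.7 had 1 read in EIF5A2-OE replicate 3 and 0 in every other library.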

The expression levels of these eight genes were further verified with RNA-seq experiments and RT-qPCR (Fig. 3B. Details of the PCR primer pairs used here can be found in Additional file 1). 

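In the RNA-seq data, the highest of these genes was HSPA5 (chromosome 9 from 125234853 to 125241382), at 184 ± 32.4 FPKM (SD, n = 3) in the control group and 85.2 ± 5.27 (SD, n = 3) in the EIF5A2-OE group. ATF4 (chromosome 22 from 39519695 to 39522683) was at 114 ± 8.92 and 54.2 ± 3.94 FPKM. DDIT3 (chromosome 12 from 57516588 to 57521737) was at 72.9 ± 15.3 and 9.45 ± 0.444 FPKM. ASNS (chromosome 7 from 97851677 to 97872542) was at 55.9 ± 4.10 and 23.9 ± 2.04 FPKM. XBP1 (chromosome 22 from 28794555 to 28800597) was at 49.4 ± 7.00 and 22.0 ± 1.05 FPKM. HERPUD1 (chromosome 16 from 56932142 to 56944864) was at 27.0 ± 5.27 and 7.17 ± 0.218 FPKM. CEBPB (chromosome 20 from 50190830 to 50192668) was at 9.33 ± 1.05 and 3.50 ± 0.459 FPKM. ATF3 (chromosome 1 from 212565334 to 212620777) was at 8.25 ± 0.875 and 2.51 ± 0.09 FPKM. Each pair is the mean ± SD of the 3 control and then of the 3 EIF5A2-OE libraries, with coordinates in GRCh38. For each gene, every EIF5A2-OE library lay below every control library (exact two-sided permutation test, p = 0.1, the smallest possible). The RT-qPCR measurements were not analysed here.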

The expression of these eight genes was markedly reduced in the EIF5A2-OE group, strongly suggesting that EIF5A2 might manipulate the UPR via these genes.

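All 8 genes were downregulated DEGs, with a median log2 fold change of -1.33. The log2 fold change was -2.96 for DDIT3 (standard error 0.12, FDR = 6.86e-11 from edgeR's quasi-likelihood test), the strongest fall among the 8. It was -1.93 for HERPUD1, -1.73 for ATF3, -1.43 for CEBPB, -1.24 for ASNS, -1.18 for XBP1, -1.12 for HSPA5 and -1.09 for ATF4 (standard error 0.06, FDR = 6.26e-09 from the same test). The FDR of every one of the 8 genes was 2.89e-07 or lower. In each of the 6 fits that left out 1 library, all 8 remained DEGs, and their median log2 fold change stayed between -1.42 and -1.26. As a set, they lay below the other genes in the camera test with a preset correlation between genes (p = 3.16e-18), with an estimated correlation (p = 0.0237) and in the fry test (p = 0.000344). The study chose these genes on the same libraries, so the set tests are not independent evidence. From the reduction of these genes, the paper proposes that EIF5A2 might manipulate the UPR through them.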

**Fig. 3:**
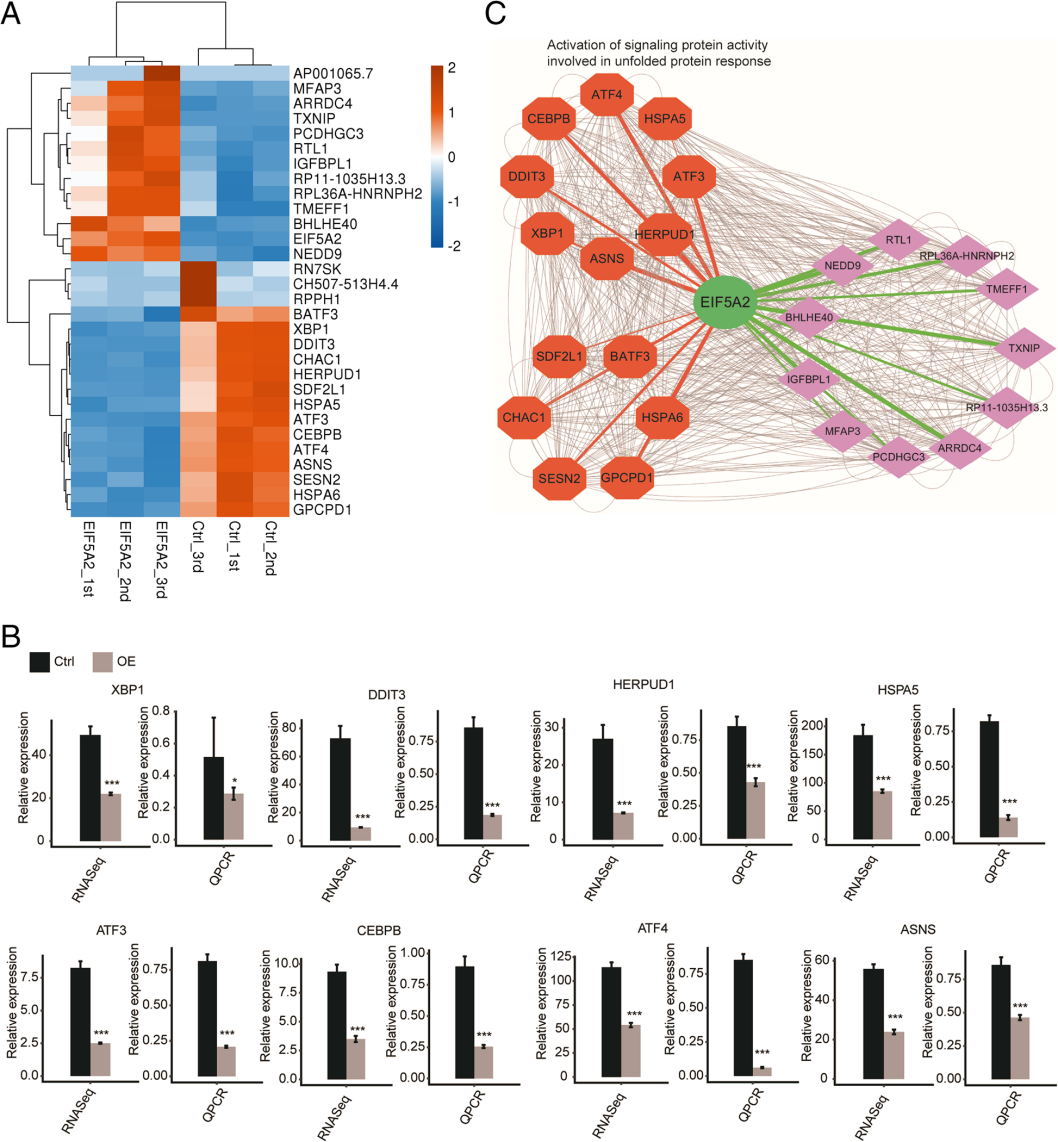
EIF5A2 selectively regulates the expression of aging associated genes. **A** Hierarchical clustering of the levels of 30 genes with the most significant expression differences. Expression values (FPKM) are log2-transformed and then median-centered by each gene. The genes in red were enriched in the GO biological process of activation of signaling protein activity involved in unfolded protein response. **B** Validation of the expression level of EIF5A2 regulated unfolded protein response (UPR) genes. Gene expression quantified by RNA sequencing data and RT-qPCR. (*n* = 3, ***p < 0.001) **C** The co-expression network of EIF5A2 and the UPR-related genes. The thickness of the line represents the correlation coefficient (correlation > 0.7, *p* < 0.01) between EIF5A2 and UPR-related genes. The color of the line represents a positive (green) or negative(red) correlation. The grey lines represent correlation relationship among the UPR-related genes

The correlations between the expression of these 30 genes and the level of EIF5A2 were analyzed, and the hierarchical clustering mapping was performed according to the magnitude of the correlation (Fig. 3C). Correlation analyses indicated that the levels of these eight UPR-related genes were significantly negatively associated with EIF5A2 expression (details of the correlations of UPR-related genes and EIF5A2 used here can be found in Additional file 7). 

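The EIF5A2 level was 0.75, 0.83 and 0.80 FPKM in Control replicates 1, 2 and 3 and 2.60, 2.89 and 3.12 FPKM in EIF5A2-OE replicates 1, 2 and 3. In the same order, ASNS was at 58.96, 57.38 and 51.21 FPKM in the controls and at 25.91, 23.98 and 21.83 FPKM in the EIF5A2-OE group. HSPA5 was at 199.25, 206.56 and 147.18 FPKM and then at 79.15, 88.21 and 88.36 FPKM. The libraries formed 2 separate clusters, the groups themselves, and neither had enough libraries for a correlation. No correlation over the 6 libraries was therefore calculated. A relation within the groups was not tested either, since 3 libraries per group would test it only weakly. Within the EIF5A2-OE group, ASNS fell as EIF5A2 rose from library to library, while HSPA5 rose, with only 3 libraries behind each order. The coefficients over the 6 libraries that the paper reports in its Additional file 7 run from -0.988 for ASNS to -0.917 for HSPA5.

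**Figure D1:**
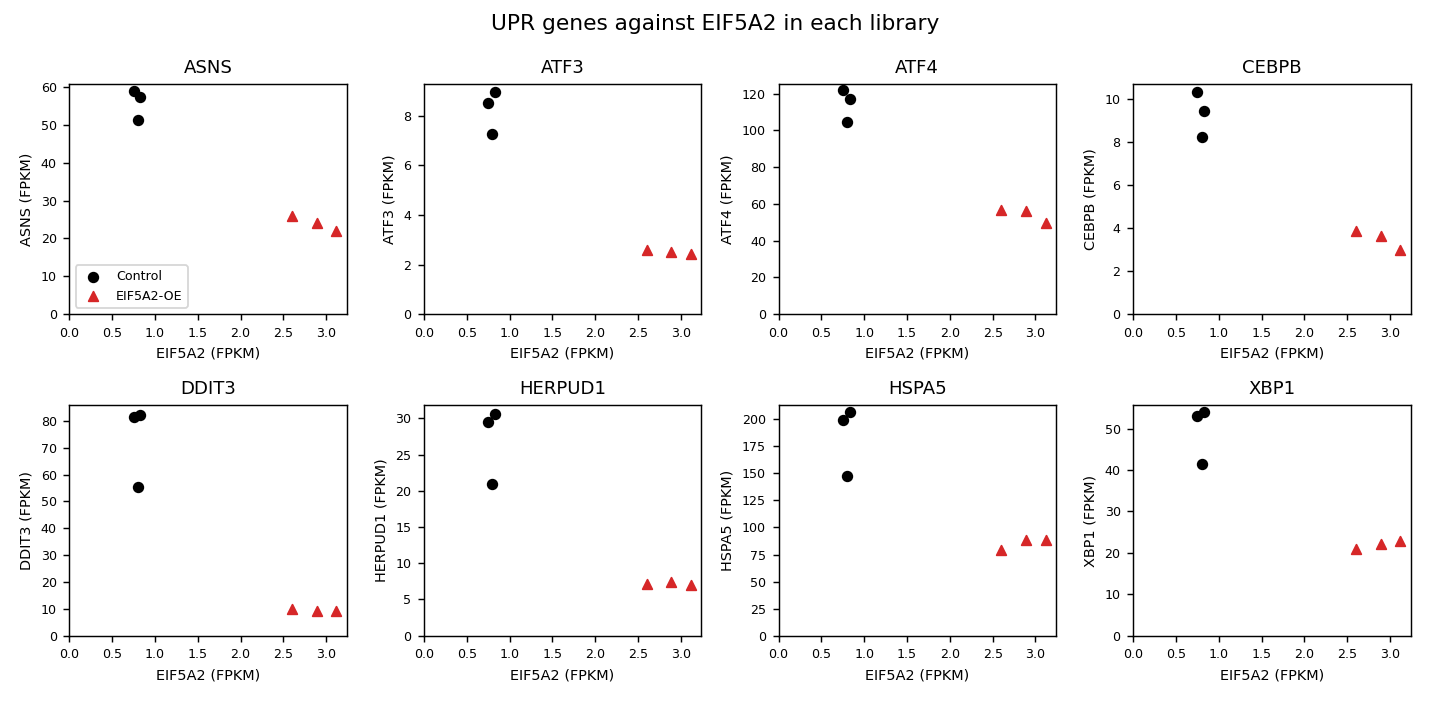
FPKM of each of the 8 UPR genes (vertical axes) against the FPKM of EIF5A2 (horizontal axes), with 1 point per library, both axes linear and starting at 0. The 3 control libraries (black circles) sit between 0.75 and 0.83 FPKM of EIF5A2 and the 3 EIF5A2-OE libraries (red triangles) between 2.60 and 3.12, with no library between them.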

The exact correlation coefficients were as follows: *ASNS* (*r* =  − 0.99, *P* < 0.001), *ATF3* (*r* =  − 0.98, *P* < 0.001), *ATF4* (*r* =  − 0.98, *P* < 0.001), *CEBPB* (*r* =  − 0.98, *P* < 0.001), *DDIT3* (*r* =  − 0.95, *P* < 0.01), *HERPUD1* (*r* =  − 0.95, *P* < 0.01), *HSPA5* (*r* =  − 0.92, *P* = 0.01), and *XBP1* (*r* =  − 0.94, *P* < 0.01). As the relationship between abnormal protein folding and aging diseases is widely known, these results confirmed that EIF5A2 might influence the aging process via regulation of the UPR.

### EIF5A2-regulated TFs and target gene networks in SH-SY5Y cells

The above findings illustrated that EIF5A2 played a role in regulating the expression of UPR associated genes among which DNA-binding TFs were enriched as well. After screening the TF genes among DEGs following overexpression of EIF5A2, it was found that there were significant changes in the levels of 13 TFs (Fig. 4A. Details can be found in Additional file 8). Thus, we hypothesized that EIF5A2 might exert its effects of transcription regulation of UPR by regulating the expression of certain TFs. 

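Of the 13 TFs, 11 passed the filter on low counts and all 11 were DEGs in edgeR's quasi-likelihood test. Adjusted over the list alone, the highest FDR among the 11 was 0.00773, for TBX20, which is not independent evidence because the study chose the list on these libraries. Apart from BHLHE40 and TBX20, 2 TFs rose, TGIF2LX with a log2 fold change of 1.25 and ZNF699 with 1.18. Apart from the UPR genes ATF3, ATF4, CEBPB, DDIT3 and XBP1, the TFs that fell were ALX4, with a log2 fold change of -1.46, and RHOXF1. ALX4 had a mean count of 8.33 reads per library. SOHLH1 and ZNF479 had too few reads to be tested. SOHLH1 had 7, 2 and 2 reads in Control replicates 1, 2 and 3 and 0 in each EIF5A2-OE library. ZNF479 had 3, 11 and 9 reads in the controls and 1, 1 and 2 in the EIF5A2-OE group. Without EIF5A2-OE replicate 3, 7 of the 13 TFs were DEGs.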

To verify this hypothesis, we generated a TF–target gene regulatory interaction network as previous study descripted [22]. Firstly, in order to predict the TFs whose motifs were enriched in the promoter regions of the DEGs unbiasedly, we selected the sequence in the promoters of all the DEGs, and ran HOMER for the known motif search. We performed four independent analyses with different sets of promoter regions: 1 kb, 2 kb, 3 kb upstream and downstream of the transcriptional start site, and 5 kb upstream of the transcriptional start site. We chose the motifs enriched in at least two groups of the promoter sets, resulting in a total of 130 motifs. Five out of these enriched motifs were overlapped with three motifs of EIF5A2-regulated TFs, corresponding to 13 TFs (Fig. 4B left panel). Next, we constructed the association between differentially expressed TFs and all potential TFs that might regulate the DEGs in EIF5A2-OE cells, three TFs were finally identified as regulatory TFs: BHLHE40, RHOXF1 and TBX20 (Fig. 4B. right panel). 

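BHLHE40 (ENSG00000134107.4, chromosome 3 from 4979437 to 4985323) had 56, 64 and 43 reads in Control replicates 1, 2 and 3 and 309, 195 and 218 in EIF5A2-OE replicates 1, 2 and 3. Its FDR was 3.18e-07 in edgeR's quasi-likelihood test, and it was a DEG in all 6 fits that left out 1 library. RHOXF1 (ENSG00000101883.4, chromosome X from 120109051 to 120245267) had 24, 18 and 21 reads in the controls and 9, 10 and 7 in the EIF5A2-OE group. Its log2 fold change was -1.24 (standard error 0.35, FDR = 0.0133 from the same test), and it was a DEG in 4 of the 6 fits. TBX20 (ENSG00000164532.10, chromosome 7 from 35202430 to 35254100) had 9, 14 and 7 reads in the controls and 10, 24 and 37 in the EIF5A2-OE group. Its log2 fold change was 1.26 (standard error 0.42, FDR = 0.0326 from the same test), and it was a DEG in 2 of the 6 fits. Without EIF5A2-OE replicate 3, the log2 fold change of TBX20 was 0.89. EIF5A2-OE replicate 1 lay within the range of the controls for TBX20.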

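The motif patterns that the paper gives for BHLHE40, RHOXF1 and TBX20 in its Additional file 9 were searched on both strands of GRCh38, within 1000 bp up- and downstream of the gene start in GENCODE annotation. Of the 167 DEGs, 155 had a gene start there, and 17699 genes that were tested and not called served as the background. The BHLHE40 pattern CACGTG was present at 54 of the 155 DEGs (34.8%) and at 30.0% of the background genes (two-sided Fisher's exact test, p = 0.188, 0.564 after adjustment over the 3 patterns). The TBX20 pattern was present at 1 DEG (0.65%) and at 1.51% of the background genes (two-sided Fisher's exact test, p = 0.733). The RHOXF1 pattern was present at every one of the 155 DEGs and of the background genes, so this search cannot separate them. The window of 3000 bp moved the BHLHE40 share most, to 58.1% of DEGs and 54.9% of the background. The HOMER enrichment over known motifs was not repeated here.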

The *P*-values for the three TFs were as followed: BHLHE40 (*P* < 0.01), RHOXF1 (*P* < 0.01) and TBX20 (*P* < 0.001) (Details can be found in Additional file 9). These results supported the hypothesis that EIF5A2-regulated TFs are involved in the regulation network of EIF5A2.

**Fig. 4:**
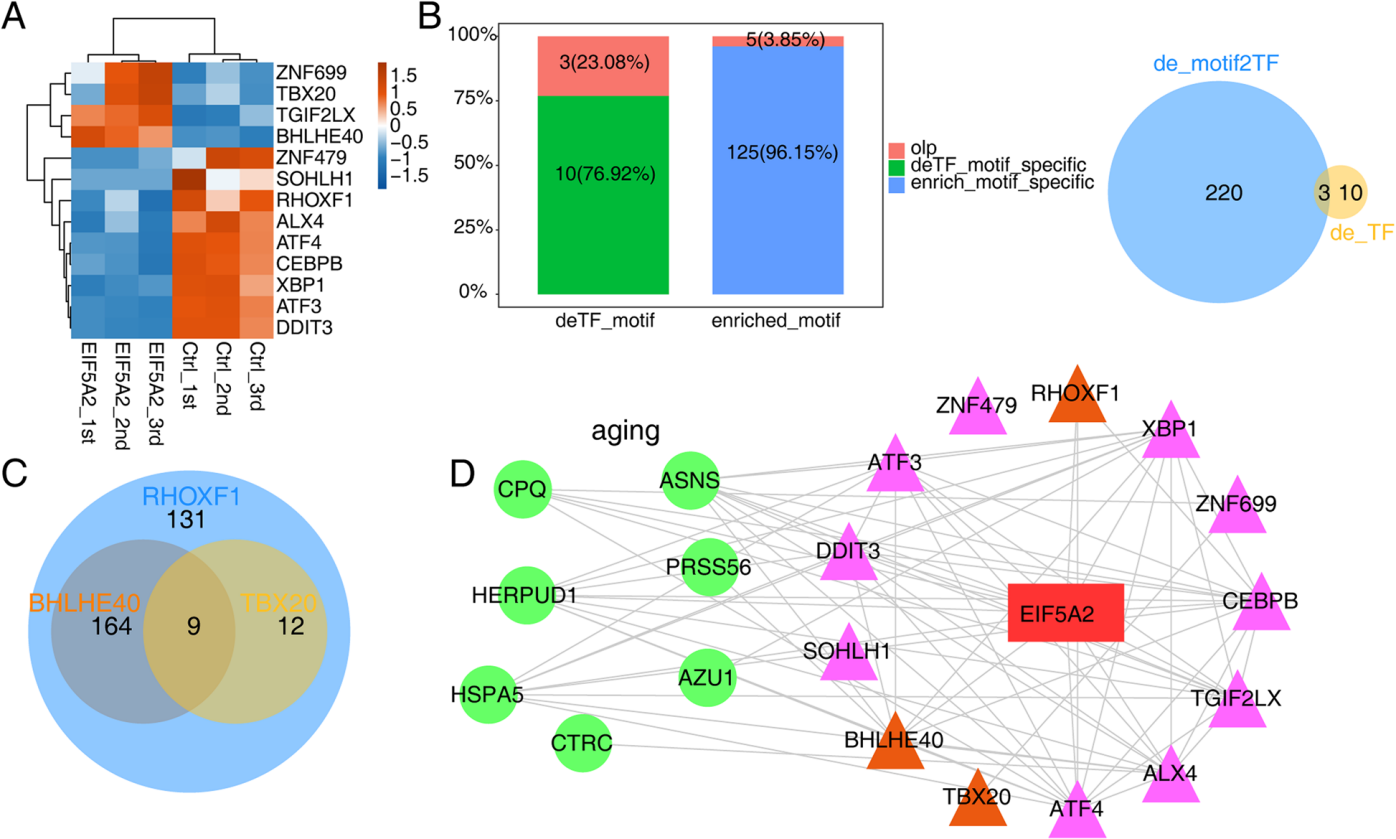
EIF5A2-regulated transcription factors and target gene networks in SH-SY5Y cells. **A** Hierarchical clustering of differentially expressed transcription factors regulated by EIF5A2. The expression values of each gene were normalized by row. **B** Bar plot showing the overlap and specific number of EIF5A2-regulated TF target motifs (deTF_motif) and motifs enriched in promoters (enriched_motif) of all DEGs (left panel). Venn diagram showing the overlap of EIF5A2-regulated TFs (de_TF) and all potential TFs (de_motif2TF) that may regulate the DEGs (right panel). **C** Venn diagram of the DEG targets with potential binding motifs of the three EIF5A2-regulated transcription factors in the promoter region. **D** EIF5A2-TFs-targets regulation network in SH-SY5Y cells. Triangles represent transcription factors. Spots represent DEGs, excluding TFs. Aging associated DEGs were in green. EIF5A2-regulated TFs which may targeting the DEGs identified from RNA-seq data are marked in orange. Pearson product-moment correlation coefficient > 0.9 or < -0.9, *p*-value < 0.05

We then overlapped the target genes of BHLHE40, RHOXF1 and TBX20, we found 9 genes that were under mutual regulation of these three TFs. 

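With the patterns searched within 1000 bp up- and downstream of the gene start, 1 of the 155 DEGs carried all 3 patterns. Within 3000 bp, 4 DEGs did, and within 5000 bp upstream, 1 did. Among the 296 of the paper's DEGs that had a gene start in the annotation, the corresponding numbers were 1, 7 and 5. Of the 9 genes that stand in all 3 target lists of Additional file 9, 4 were tested here and were DEGs: CCDC114 (log2 fold change -1.10), RAB39A (1.02), TXNDC5 (2.30) and ULK4P2 (1.21). TXNDC5 is uncertain because the annotated gene BLOC1S5-TXNDC5 shares its exons. The other 5 of them, AL117190.1, FGD2, MAS1, ENSG00000272788.1 and WBSCR28, had between 15 and 30 reads over the 6 libraries and did not pass the filter on low counts.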

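Within 1000 bp of their gene starts, HSPA5, HERPUD1, XBP1, ASNS, DDIT3, CEBPB, ATF3 and ATF4 all carried the RHOXF1 pattern, with 7 to 22 matches each. The BHLHE40 pattern was present at 3 of the 8 genes. HERPUD1 had 4 matches, the nearest on chromosome 16 of GRCh38 from 56931983 to 56931988, upstream of the gene start, in the reference sequence AGCCCGTGCCCACGTGCTCGGTCCGC. HSPA5 had 1 match, in an exon on chromosome 9 from 125240722 to 125240727. ATF4 had 1 match, in an exon on chromosome 22 from 39520477 to 39520482. In wider windows, the BHLHE40 pattern was present at 5 of the 8 genes within 2000 bp and at 7 within 3000 bp. Within 5000 bp upstream, it was present at 5. The TBX20 pattern was present at 0 of the 8 genes within 1000, 2000 or 3000 bp and at 2 of them within 5000 bp upstream. In the target lists of Additional file 9, 7 of these 8 genes stand in the paper's BHLHE40 list, 8 in its RHOXF1 list and 0 in its TBX20 list.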

Interestingly, the eight genes (*ASNS*, *ATF3*, *ATF4*, *CEBPB*, *DDIT3*, *HERPUD1*, *HSPA5*, and *XBP1*) that associated with UPR and verified in Fig. 3 were among these 9 target genes (Fig. 4C. Details can be found in Additional file 9). The associations between the eight genes and the three TFs were showed in Fig. 4D. The details of the correlations between these three differentially expressed TFs and the validated UPR-related genes in Fig. 4D can be found in Additional file 10.

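The 3 TFs did not follow the UPR genes alike in 1 library, where low counts limit the comparison. TBX20 had 10 reads in it and RHOXF1 had 9. In EIF5A2-OE replicate 1, each of the 8 UPR genes had reached at least 89.4% of the change between the controls and the mean of the other EIF5A2-OE libraries, with a highest value of 107.5% for HSPA5. In the same library TBX20 was at 0.13 FPKM, against 0.12, 0.17 and 0.10 FPKM in Control replicates 1, 2 and 3. BHLHE40 was at 2.12 FPKM in that library, against 0.41, 0.43 and 0.32 FPKM in the controls, and RHOXF1 was at 0.28 FPKM, against 0.79, 0.54 and 0.71 FPKM. The paper's Additional file 10 lists a correlation with 7 of the 8 UPR genes for BHLHE40, with 2 for RHOXF1 and with 0 for TBX20. The weakest of these coefficients are -0.903 for BHLHE40 with HERPUD1 and 0.904 for RHOXF1 with ATF4. The network of Fig. 4D has a cutoff on the coefficient, so a pair that is not listed need not be uncorrelated. No correlation over the 6 libraries was calculated here, because they form 2 groups of 3.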

In summary, these results demonstrated that overexpression of EIF5A2 led to the differential expression of three TFs, including BHLHE40, RHOXF1 and TBX20. Therefore, we assumed that EIF5A2 might regulate the expression of eight UPR-related genes through these three TFs, thus might be associated with aging process.

### EIF5A2-TFs-targets regulation network in microglia from human brain tissue

The results of the study above were further verified with the published database of human glial cell tissue (Fig. 5). With the database Galatro TF et al. not only presented an extensive collection of human microglial gene expression profile, but also illustrated the age-related changes occurred [21]. In this case, the database was an appropriate option for the verification of our above finding. However, considering the large numbers of genes contained in the database, we could not but choose 0.4 as the correlation threshold which consequently achieve just a medium correlation. To make the results more reliable, we additionally set the *P*-value < 0.05 for the analyses. It was found that EIF5A2 was positively correlated with BHLHE40 and *ASNS* expression, but negatively correlated with *CEBPB*, *HERPUD1*, and *XBP1*. Both EIF5A2 and RHOXF1 were correlated to *NEDD9* and *ULK4P2* (details can be found in Additional file 11). Meanwhile *HERPUD1* was significantly correlated with *ATF3*, *ATF4*, and *DDIT3*. *CEBPB* was significantly correlated with *HSPA5* (details can be found in Additional file 11). However, unlike our finding in vitro*, TBX20* showed no relation with EIF5A2 in this published database of human glial cell tissue. It was worth noting that there were still some limitations of the above results concluded from the published database, such as the potential inconsistency of the study design and the variability of the data quality. Further clinical studies on the EIF5A2-TFs axis in age-related genes and diseases need to be explored.

**Fig. 5:**
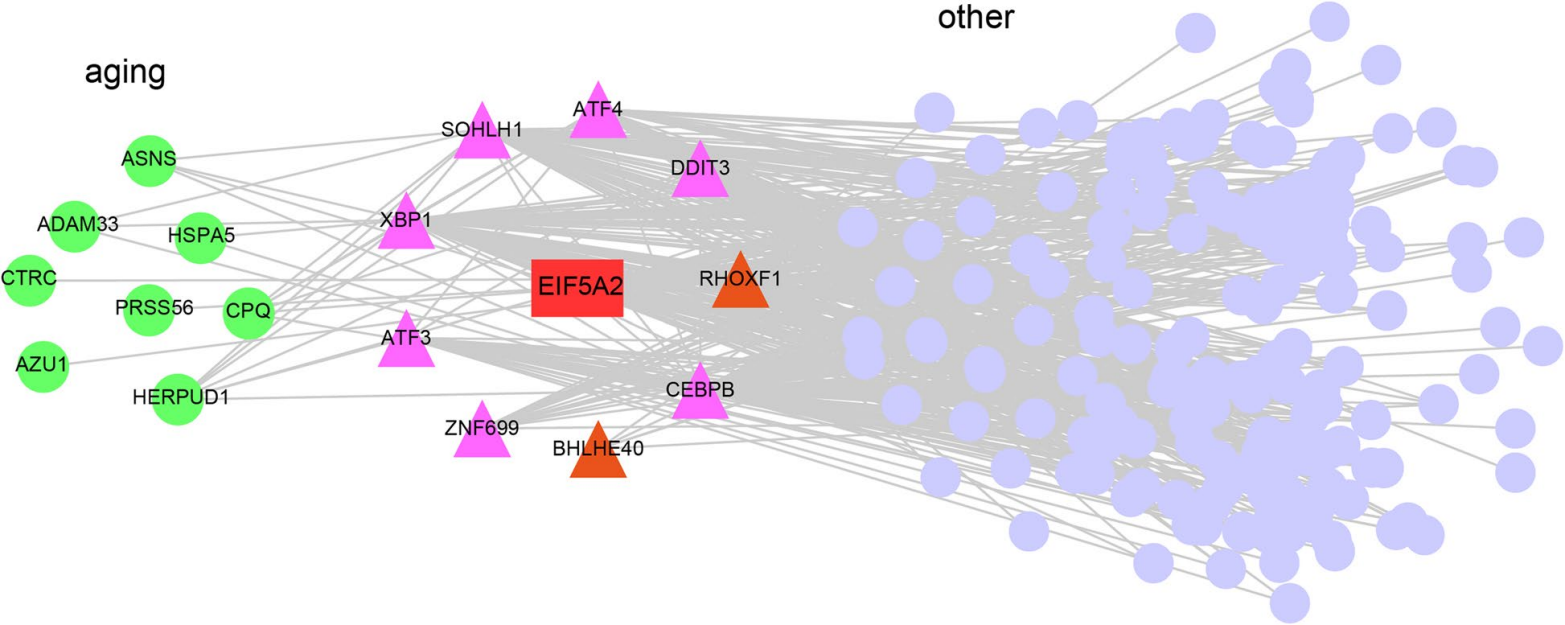
EIF5A2-TFs-targets regulation network in microglia from human brain tissue. Triangles represent transcription factors. Spots represent DEGs, excluding TFs. Aging associated DEGs were in green, while the others were in purple. EIF5A2-regulated TFs which may targeting the DEGs identified from RNA-seq data are marked in orange. Data source: GSE99074. Pearson product-moment correlation coefficient > 0.4 or < -0.4, *p*-value < 0.05

## Discussion

In this study, we profiled the entire transcriptome in a human neuroblastoma cell line (SH-SY5Y cells) following the overexpression of EIF5A2, which allows for the decoding of the EIF5A2-mediated regulation of gene expression. Interestingly, upon EIF5A2 overexpression, the expression of genes associated with the UPR was specifically downregulated. Moreover, EIF5A2 preferentially regulated the DEGs enriched in the negative regulation of UPR-related genes as follows: *ASNS*, *ATF3*, *ATF4*, *CEBPB*, *DDIT3*, *HERPUD1*, *HSPA5*, and *XBP1*. By establishing the EIF5A2-TFs-targets correlation network with EIF5A2 overexpressing cells, we bioinformatically identified three TFs (BHLHE40, RHOXF1 and TBX20) that might target at the eight UPR-related genes with statistical significance. Considering the results above we speculated that EIF5A2 might modulate the aging process via regulation of TF–target genes associated with UPR.

Cell aging refers to a cell state implicated in a wide spectrum of physiological processes and could be targeted to slow the aging process [23, 24]. Unfolded protein response, proteolytic processing by proteases, cell proliferation and transmembrane transport were all profoundly modulated the cellular senescence and thus age-related diseases [25–28]. As the high-throughput technologies developed so rapidly, we can explore senescent cells at the single-cell level and potentially uncover new gene targets. In our present study, we subjected all 316 DEGs to GO and KEGG annotation. The representative GO biological processes of down-regulated genes were enriched in the terms of “unfolded protein response”, followed by “proteolysis” and “transmembrane transport”. While DEGs enriched in “regulation of cell proliferation” and “DNA-dependent transcription” were unexpectedly much less. In Additional file 6 we itemized the DEGs and *P* value in each biological process identified in the GO annotation.

The unfolded or misfolded proteins that accumulate inside the endoplasmic reticulum (ER) lumen might result in many aging-related diseases. The accumulation of these proteins would increase ER stress and activate UPR which in turn could protect cells from stress and facilitate the restoration of cellular homeostasis [29, 30]. The UPR reduces the protein load by upregulating ER-chaperones, such as binding immunoglobulin protein (BiP), and by attenuating protein translation via eukaryotic initiation factor 2 alpha (eIF2alpha) phosphorylation [30]. The regulatory role of the UPR in senescent cells has been under abundant scrutiny. Studies have shown that the UPR in senescent cells differed markedly from younger cells in the aspect of the level of cell apoptosis and chaperone activity [31]. Chadwick et al. recently used chronologically aged yeast cells to illuminate how the UPR activated upon accumulation of misfolded proteins affected longevity [32]. They found a significant increase in the misfolded protein burden in the ER during the process of aging, which consequently augmented UPR activation. Our study found that the expression of several UPR-related gene and TFs was significantly reduced in cells when EIF5A2 was overexpressed. Thus, we assumed that EIF5A2 might influence the aging process by manipulating the UPR.

To further investigate the mechanisms underlying the effects of EIF5A2 on the UPR, we identified 30 genes with the most significant expression differences, from which 8 genes were enriched in the activation of signaling protein activity involved in the UPR according to the GO biological process. These 8 genes were *ASNS*, *ATF3*, *ATF4*, *CEBPB*, *DDIT3*, *HERPUD1*, *HSPA5*, and *XBP1*. *ATF4*, a DNA-binding factor that modulates responses to amino acid availability and ribosomal function, has been shown to play an important role in mediating the aging of mice [33]. It has been proven that resveratrol, one of the most well-known drugs used in the treatment of aging, exerts its anti-aging biological functions mainly through protein heterodimerization activity, cytokine receptor binding, phosphatase binding, and the protein phosphatase binding process [34]. Further animal experimental validation with *ATF4*(+ / −) (knockdown) in naturally aging mice illustrated that resveratrol substantially inhibits intestinal aging via downregulation of the *ATF4*/Chop/Bcl-2/Bax signaling pathway [35]. Consistent with this research, our study identified *ATF4* as an important DEG regulated by EIF5A2-OE. The amino acid deprivation-activation kinase GCN2 participates in the mediation of amino acid availability, which could attenuate mRNA translation in cells and help to extend the lifespan in model organisms [36]. *ATF4*, the downstream transcription factor of GCN2, plays a crucial role in mediating 4E-BP induction. By binding to *ATF4*-binding sites of the 4E-BP intron, *ATF4* regulates 4E-BP transcription during normal development, then influences the process of aging.

*ATF3* plays a pleiotropic role in biological processes through genotoxic stress. Using *ATF3* knockdown and overexpression, Kim et al. found that *ATF3* contributes to acrylamide-induced senescence by enhancing ROS production, activating p38 and JNK kinases, and promoting the *ATF3*-dependent expression of p53, which results in regulation of cellular senescence in macrophages [37]. Correlation analyses of our research illustrated that the levels of *ATF4* and *ATF3* were significantly negatively associated with EIF5A2 expression (*P* < 0.001), indicating that EIF5A2 might affect aging through *ATF4* and *ATF3*. However, the specific effects and mechanism of EIF5A2 remain to be further investigated.

When the effect of LncRNA-ES3 was studied in high glucose-induced senescence of vascular smooth muscle cells (HA-VSMCs), researchers found that the expression of BHLHE40 was decreased significantly in HA-VSMCs, and overexpression of BHLHE40 alleviated senescence of HA-VSMCs [38]. While some studies reported that hypothyroidism might contribute to extended lifespan of humans, a recent study indicated that BHLHE40 was responsive to triiodothyronine (T3), suggesting that BHLHE40 could be a novel target gene for the thyroid hormone receptor and play an important role in cell aging [39]. Our research has shown that BHLHE40 was significantly up-regulated in EIF5A2-OE cells, thus we assumed that BHLHE40 might be a potential target by which EIF5A2 influenced aging. Notably, because cellular aging differs across cell types and in terms of dysregulated genes, these potential EIF5A2-regulated DEGs could be complicated by the contribution of other factors.

In this study, we have successfully applied RNA-seq technology to demonstrate the potential effects of EIF5A2 on aging. We demonstrated that eight genes closely related to the UPR were downregulated in EIF5A2-OE human neuroblastoma cells (SH-SY5Y cell line). Moreover, using the EIF5A2-TFs-targets regulation network and further verified via the published database of human glial cell tissue, we found TFs BHLHE40 and RHOXF1 through which EIF5A2 modulated the eight target genes associated with UPR. Therefore, we assume that EIF5A2 represents a novel target for managing aging. However, functional studies will be required to confirm the biological relevance of EIF5A2 on aging in vivo.

## Supplementary Information

**Additional file 1. **Primers sequence. Information of primers used in RT-qPCR experiments throughout the present study.

**Additional file 2.** RNA-seq reads of SH-SY5Y cells from control group and EIF5A2-OE group.

**Additional file 3. **The correlation matrix of three biological replicates of the EIF5A2-OE group and the control group.

**Additional file 4. **The downregulated DEGs of EIF5A2-OE group vs Control group.

**Additional file 5. **The upregulated DEGs of EIF5A2-OE group vs Control group.

**Additional file 6. **Representative GO biological processes of down-regulated DEGs.

**Additional file 7. **Correlation of UPR-related genes and EIF5A2.

**Additional file 8. **Differentially expressed TFs in EIF5A2-OE group.

**Additional file 9. **Analysis of the potential target genes regulated by BHLHE40, RHOXF1, and TBX20.

**Additional file 10. **Correlation analysis between differentially expressed TFs and the validated UPR-related genes.

**Additional file 11. **Correlation analysis between DEGs and EIF5A2 in human glial cell tissue database.

**Additional file 12. **Gels and blots of Figure 1A.

## Data Availability

The data discussed in this publication are available under GEO Series accession number GSE159473.

## Abbreviations

EIF5A: Eukaryotic initiation factor 5A
VSMC: Vascular smooth muscle cell
TF: Transcription factor
PCR: Polymerase chain reaction
EIF5A2-OE: EIF5A2 overexpressing
GAPDH: Glyceraldehyde-3-phosphate dehydrogenase
FPKM: Fragments per kilobase of transcript per million fragments mapped
DEGs: Differentially expressed genes
GO: Gene Ontology
KEGG: Kyoto Encyclopedia of Genes and Genomes
SA-β-gal: Senescence-associated β-galactosidase
UPR: Unfolded protein response

How the deposited data were processed for this re-analysis (not part of the article)

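RNA-seq was analysed in 6 libraries of SH-SY5Y cells, 3 from the control group and 3 from the EIF5A2-OE group, collected 48 h after transfection. The samples were assigned to groups and replicates from their labels and from the sample names in the paper's supplementary files. The RT-qPCR, western blot, cell viability, cell cycle and senescence staining measurements and the microglia data were not analysed here.

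The authors discarded reads with many undetermined bases, trimmed adaptors and low-quality bases with the FASTX-Toolkit, dropped very short reads and aligned the rest to GRCh38 with tophat2. They counted the uniquely mapped reads on each gene, and the deposited counts are whole numbers without normalization. The authors also deposited FPKM values, which are scaled for gene length and library size and rounded. The counting tool, its use of strand and the annotation release are not named in the paper's text. Reads that map to several places are missing from these counts, which lowers genes with near-identical copies. Where strand is not used, a gene can also collect reads of an overlapping gene on the other strand. The read table held 33548 genes and the FPKM table 33379. The 169 genes only in the read table had at most 12 reads over all libraries.

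Between 26799559 and 36047770 reads were counted on genes per library. The 10 most counted genes took 8.95% to 10.8% of the counts, and mitochondrial genes took 7.41% to 9.78%. The precision of low genes is limited by their counts, as for TBX20 with a mean of 16.8 reads per library.

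Counts were tested with edgeR 4.0.16 in R 4.3.3. Genes were filtered with filterByExpr (minimum count 10), which kept 18145 genes. Library sizes were normalized by TMM, and the quasi-likelihood test compared EIF5A2-OE with Control without a block for the replicate number. P-values were adjusted by the Benjamini-Hochberg method. Standard errors are the log2 fold change divided by the square root of the F statistic. Normalized counts are counts scaled to the mean TMM-adjusted library size. Sets of genes were tested with camera (preset correlation 0.01) and fry in limma 3.58.1. The lists were fixed before the data were examined: ATF4 targets, ATF6/XBP1 targets, heat shock, S phase, G2/M phase, genes raised in senescence and non-polyadenylated RNAs. Single comparisons of FPKM used exact permutation tests in scipy 1.17.1. Motif patterns were searched in GRCh38 with pysam 0.24.0, with gene starts from a GENCODE annotation that matched 32387 of the 33548 gene identifiers.

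The genes named in the text were set by a rule: EIF5A2 and EIF5A, the genes that the paper's results name, its 13 TFs, the 30 genes of Fig. 3A and the protocadherin genes of Additional file 5. To these were added the 5 largest rises and the 5 largest falls among DEGs whose groups did not overlap and whose mean count was at least 50. The test was checked on simulated data, with counts drawn for 18145 genes from the real means, dispersions and library sizes. Of 200 genes changed by known fold changes, 200 were recovered, with 2 false calls among the 17892 genes that passed the filter. The simulated genes were drawn independently of each other. The check therefore does not show how many false calls arise from variation that genes share, such as the trend with gene length and GC content.

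The alternatives were DESeq2 1.42.0, its size factors in the edgeR fit, library totals alone, other filters on low counts, edgeR's exact test with 3 ways of setting the dispersion, a robust prior, limma on log2 FPKM with pseudocounts of 0.1 and 1, a block for the replicate number and each library left out in turn. A correction for gene length and GC content was added after the data had been seen. It removed from each library a trend on both, fitted with natural splines (4 degrees of freedom each). Gene length was taken from the ratio of counts to FPKM, which gave 18034 of the 18145 tested genes a value, and GC content from the longest transcript, which gave 17854.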

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

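The tests of gene length and GC content in this part were chosen after the results had been seen, and the test of the S phase and G2/M lists before the data were examined.

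The paper measured the cell cycle by flow cytometry and did not analyse cell cycle genes in the RNA. Of the 54 genes of the G2/M list, 52 were higher in the EIF5A2-OE group, with a median log2 fold change of 0.27. The groups did not overlap for 45 of the 54, where chance gives 10% for a single gene. The genes of the list move together, so this share does not count as many separate results. The FDR was under 0.05 for 44 genes over all genes tested and for 45 adjusted over the list alone. The list lay above the other genes in camera with the preset correlation (FDR 7.47e-19). Without a block for the replicate number, it did not pass with an estimated correlation (FDR 0.502) or in fry (FDR 0.067), where the correlation within the list, estimated at 0.706, counts against it. With the replicate number as a block, tests chosen after the data had been seen, fry passed the G2/M list (FDR 0.00259). Camera with that block and an estimated correlation did not (FDR 0.0689). Across the alternatives of the G2/M list the FDR ran from 8.17e-24 to 0.502. The median was 0.27 with the length and GC trend removed, which argues against that trend as the whole source. The S phase list rose less, with a median of 0.11 over 43 genes (31 higher, camera FDR 0.00428, fry FDR 0.137, FDR under 0.05 for 17 over all genes tested and for 18 adjusted over the list alone). With the length and GC trend removed, that median was 0.06. With the replicate block, fry passed the S phase list (FDR 0.0449) and camera with an estimated correlation did not (FDR 0.465). A larger share of cells in S and G2 phase is a candidate explanation that the camera test leaves open. The medians also rose in order within the groups, from -0.21 in Control replicate 1 to -0.05 in Control replicate 3 and from 0.03 in EIF5A2-OE replicate 1 to 0.22 in EIF5A2-OE replicate 3, so some of the variation is not the plasmid's.

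A fall was seen in ATF4 targets that the paper does not discuss. The list holds 40 genes outside the 8 UPR genes. The 37 of them outside the paper's DEGs had a median log2 fold change of -0.31, with 29 lower and 8 higher. The groups did not overlap for 31 of the 37, where chance gives 10% for a single gene and these genes are not independent. The FDR was under 0.05 for 28 of them over all genes tested and for 31 adjusted over the list alone. For these 37, p was 3.87e-15 in camera, 0.0239 with an estimated correlation and 0.000357 in fry. The whole list of 40 had nearly the same p, 0.0222 in camera with an estimated correlation and 0.000361 in fry. Adjusted over the gene lists, it did not pass in that camera test (FDR 0.155) and passed in fry (FDR 0.00252). The p-values of the 37 carry no such adjustment. With the length and GC trend removed, the median of the whole list was -0.31, against -0.36 before, which argues against that trend as the whole source. A wider fall of ATF4 activity may underlie it, as weighed under the other observations, and no other condition was there to test it.

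Of the 167 DEGs, 3 are not among the paper's DEGs: CDIPT-AS1 (log2 fold change -1.001, FDR 0.0272), ENSG00000257509.1 (-1.02, FDR 0.0473) and AC026471.6 (-1.07, FDR 0.0489), by edgeR's quasi-likelihood test. These genes were chosen after their values were seen. Their mean counts were 16.2, 12.3 and 10.5 reads per library, and each sits near a threshold. No biological explanation was tested for them.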

How the results depend on the processing

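The calls of EIF5A2 and of the 8 UPR genes did not change in any alternative, while the sizes of their changes did. EIF5A2 was a DEG in every alternative, with a log2 fold change from 1.11 to 1.90, and from 1.78 to 1.90 across the 6 fits that each left out one library. All 8 UPR genes were DEGs in every alternative. Their median log2 fold change was -1.33. It was -1.20 with limma on log2(FPKM + 1), and from -1.42 to -1.26 across the fits that each left out one library.

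The number of DEGs did depend on it. Against 167 DEGs (78 up, 89 down), edgeR's exact test gave 316 (126 up, 190 down) with one common dispersion, estimated at 0.003, and 255 (106 up, 149 down) with tagwise dispersions. These exact tests used all genes of the read table, so both the gene set and the dispersion differ. Without a filter the quasi-likelihood test gave 250 DEGs with 145 down. With at least 10 counts in every library it gave 95 with 41 down, a filter that also removes genes that fell. DESeq2 gave 84 (49 up, 35 down). The share of upregulated DEGs was 46.7%, against 58.3% with DESeq2 and 60.5% with the length and GC trend removed, a correction chosen after the data had been seen, which gave 157 DEGs, 136 of them among the 167. On FPKM, limma gave 88 DEGs (51 up, 37 down) with a pseudocount of 0.1 and 98 (44 down) without a filter. With a pseudocount of 1, which shrinks the change of low genes, it gave 22 (8 up, 14 down). Apart from the correction, the cause of each shift was not tested.

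With each library left out in turn, the number of DEGs ranged from 115 to 305, with 55 to 132 upregulated and 60 to 173 downregulated, the highest of each without EIF5A2-OE replicate 1. Against 5013, the number of genes with an FDR under 0.05 ranged from 2952 to 6315 across these fits, with 2952 without Control replicate 1, 3138 without Control replicate 2 and 2992 without EIF5A2-OE replicate 2. It was 1351 with a fixed dispersion of 0.01 and 1148 with limma on log2(FPKM + 0.1) without a filter. The replicate numbers were not taken to pair the samples, since the deviations from the group means correlated at 0.163 for replicates 1 but at 0.023 and 0.07 for replicates 2 and 3. The first principal component and the G2/M medians nevertheless rose with the replicate number in both groups. With the replicate number as a block, 178 genes were DEGs (165 of them among the 167) and 6384 had an FDR under 0.05. The non-polyadenylated RNAs passed in that block fit by camera with the preset correlation (median -1.34, FDR 0.0436). They did not pass with the block and an estimated correlation (FDR 0.551) or in fry with the block (FDR 0.425), nor in any other alternative (FDR up to 0.983), and their median was -0.21 without Control replicate 3.

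Of the 13 TFs, 11 were DEGs. Limma gave 7 with a pseudocount of 0.1, with and without a filter, and 5 with a pseudocount of 1, and the fits that each left out one library gave 7 (without EIF5A2-OE replicate 3) to 11. Of the 30 genes of Fig. 3A, 27 were DEGs and limma on log2(FPKM + 1) gave 17. Of the 7 protocadherin genes, 7 were DEGs, limma gave 3, 0 and 3 in the same order (pseudocount 0.1, pseudocount 1, no filter), the length and GC correction gave 4 and the fits that each left out one library gave 4 (without Control replicate 1) to 7. For limma, low genes fall under its filter or shrink with the pseudocount, and otherwise the cause was not tested. Over the 40 named DEGs apart from EIF5A2, those of the lists above included, and 21 alternatives, 76 values lost their call, 733 had it, and none reversed. BATF3 and EIF5A were DEGs in none. EIF5A had an FDR of 0.0301 with the length and GC trend removed and of 0.00149 with the block as well, both with a log2 fold change of 0.16, and of 0.966 at most over the alternatives.

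The lowest correlation within a group was 0.9962 and the highest between groups 0.9961. They were 0.9855 and 0.9862 on log2(FPKM + 0.1), 0.9982 and 0.9982 on log2(CPM + 1), and 0.9941 and 0.9941 in genes with a mean FPKM of at least 0.5. On FPKM without a logarithm the highest between groups was 0.9980. Across the fits that each left out one library, the lowest within a group ranged from 0.9962 to 0.9967 and the highest between groups from 0.9946 to 0.9961. With the paper's 316 DEGs in place of the 167, the motif shares changed direction against the background. The BHLHE40 pattern was at 29.4% (p = 0.848, two-sided Fisher's exact test) and the TBX20 pattern at 1.69% (p = 0.807). Neither difference passed its test in any setting.

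Of the gene lists, camera with an estimated correlation no longer passed the ATF4 targets (median -0.36, FDR 0.155), the ATF6/XBP1 targets (-0.076, FDR 0.69), the G2/M list (0.27, FDR 0.502) or the S phase list (0.11, FDR 0.69). In fry without the block, the ATF6/XBP1 (-0.076, FDR 0.137), G2/M (0.27, FDR 0.067) and S phase (0.11, FDR 0.137) lists did not pass, and the ATF4 targets did (FDR 0.00252). With the replicate block, tests chosen after the data had been seen, fry passed the G2/M (0.27, FDR 0.00259), S phase (0.11, FDR 0.0449) and ATF4 lists (FDR 0.00813) and not the ATF6/XBP1 targets (-0.0601, FDR 0.169). With that block and an estimated correlation, camera passed none of the ATF4 (-0.36, FDR 0.112), ATF6/XBP1 (-0.0601, FDR 0.551), G2/M (0.27, FDR 0.0689) and S phase (0.11, FDR 0.465) lists. The median of the ATF6/XBP1 targets ranged from -0.125 without Control replicate 3 to -0.0357 without Control replicate 2 across the fits that each left out one library. The list did not pass without Control replicate 2 or without EIF5A2-OE replicate 1. Over the alternatives the FDR ran from 8.54e-21 to 0.155 for the ATF4 targets, from 0.000586 to 0.69 for the ATF6/XBP1 targets and from 0.00081 to 0.69 for the S phase list. The preset correlation of 0.01 is lower than the estimates in these lists, which is the difference between both camera tests. Some of the TFs had low counts. ALX4, RHOXF1 and TBX20 had mean counts of 8.33, 14.8 and 16.8 reads per library, and each lost its call when single libraries were left out.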

Differences from the paper's values

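The paper reports 316 DEGs, 126 of them upregulated and 190 downregulated, against 167, 78 and 89 here. Of the alternatives set before the data were examined, edgeR's exact test with one common dispersion and all genes gave 316, 126 and 190. All 316 were the genes of the paper's lists, and every log2 fold change equalled the paper's to within rounding. The exact test with tagwise dispersions gave 255, 106 and 149 and the quasi-likelihood test without a filter gave 250, 105 and 145, both within 1.5 times the paper's numbers. So was the fit without EIF5A2-OE replicate 1, with 305, 132 and 173. Of these 305 DEGs, 166 were in the paper's lists and 139 were not, while all 255 and all 250 of the former fits were. The exact test with a dispersion of 0.01 (201, 91 and 110), the replicate block (178, 84 and 94) and the fit without Control replicate 2 (163, 84 and 79) closed the gap for the upregulated number alone. The fit without Control replicate 3 (213, 94 and 119, with 60 of the 213 outside the paper's lists) closed it for the total and the upregulated number. The other alternatives set before the data were examined did not close it for any of the 3 numbers. With the length and GC trend removed, chosen after seeing the values, the numbers were 157, 95 and 62, and with the replicate block as well 175, 102 and 73, which closed it for the upregulated number alone. Of the paper's 316 DEGs, 176 were tested here and all 176 changed in the paper's direction. 164 of them were DEGs and 12 had an FDR of 0.05 or more. The 140 not tested had a median of 29.5 reads over the 6 libraries.

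The paper states that 30 genes with the most significant differences were taken from its DEGs. BATF3 and AP001065.7 are among the 30 and in neither list of its DEGs. BATF3 had a log2 fold change of -0.64 here, and AP001065.7 had 1 read in total. Neither was a DEG in any alternative that tested it. RN7SK and RPPH1, also among the 30, ranked 3777 and 3101 by p-value in the quasi-likelihood test. The paper's edgeR FDRs for them are 3.1e-43 and 2.79e-41, so their place depends on the test. ENSG00000280614.1, also among the 30 and not tested here, was a DEG in the quasi-likelihood test without a filter and in the exact tests with common dispersion, tagwise dispersions and a dispersion of 0.01. It was not a DEG in limma with a pseudocount of 0.1 (FDR 0.13, and 0.294 without a filter) or 1 (FDR 0.206), and DESeq2 gave it no FDR.

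The paper states that the 8 UPR genes are among the genes shared by the targets of BHLHE40, RHOXF1 and TBX20. The shared genes of its own lists in Additional file 9 number 9, and 0 of the 8 UPR genes are among them. In the search of the patterns here, 0 of the 8 genes carried all 3 within 1000, 2000 or 3000 bp of the gene start, and 1 did within 5000 bp upstream. Its Additional file 10 lists correlations with the 8 genes for BHLHE40 (7 genes) and RHOXF1 (2 genes), and 0 for TBX20. Since Fig. 4D has a cutoff on the coefficient, a pair that is not listed need not be uncorrelated.

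The paper states that 8 GO terms passed for its downregulated DEGs. In its Additional file 6, the corrected p-values of 2 of these terms are 0.105 and 0.263. The paper also places all 8 UPR genes in the unfolded protein response, and that file lists 7 of them there, without CEBPB. SOHLH1 and ZNF479, which the paper calls and the filter here removed, were DEGs in the quasi-likelihood test without a filter and in the exact tests with each of the 3 dispersion settings. They were not DEGs in limma on log2(FPKM + 0.1) without a filter (FDR 0.171 and 0.101), and DESeq2 gave neither an FDR.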

Other observations

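The tests of gene length, of the number of genes with an FDR under 0.05 in other splits, of EIF5A2-OE replicate 1 and of RNAs without a poly(A) tail were chosen after the results had been seen. The tests of the number of DEGs in other splits and of the ATF4, ATF6/XBP1, senescence and protocadherin explanations were set before the data were examined.

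Of the 10 splits of the 6 libraries into 3 and 3, 1, the real one, gave as many as 167 DEGs, and the same 1 of 10 gave as many as 5013 genes with an FDR under 0.05. The other 9 gave 0 genes by either count, and between 170 and 1767 genes with an unadjusted p under 0.05, against 7109 for the real split. With 10 splits the share cannot go under 0.1, so this count decides nothing about chance in either direction.

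The log2 fold change was correlated with gene length across genes (Spearman's rho 0.277) and with GC content (rho -0.144), where genes are not independent replicates. EIF5A2-OE replicate 3 against replicate 1 gave rho 0.205 and -0.261, so the trend also varies within a group. With the trend removed, 157 genes were DEGs against 167, and the median log2 fold change of the 8 UPR genes was -1.25 against -1.33. Length and GC content as the whole cause of the DEGs, or of the fall of the UPR genes, are argued against by these values.

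The fall of the 8 UPR genes may be part of a wider fall of ATF4 targets. The 40 other ATF4 targets lay below the remaining genes (camera FDR 3.22e-17, median log2 fold change -0.36, 32 of 40 lower, FDR under 0.05 for 31 over all genes tested and for 34 adjusted over the list alone), 3 of them among the paper's DEGs. With an estimated correlation, camera did not pass these 40 (FDR 0.155), and fry did (FDR 0.00252). The ATF6/XBP1 list also leaves out the 8 UPR genes. Its 27 tested targets had a median of -0.07, with 16 lower and 11 higher (camera FDR 0.0133, fry FDR 0.137). The FDR was under 0.05 for 16 of these targets over all genes tested and for 16 adjusted over the list alone. These values decide nothing about ATF6 and XBP1. The heat shock list had a median log2 fold change of 0.04 over 14 genes, 7 higher and 7 lower (camera FDR 0.47, FDR under 0.05 for 8 over all genes tested and for 9 adjusted over the list alone). Its log2 fold changes ran from -4.40 for HSPA6, a DEG with a mean count of 27.3 reads per library, to 0.71.

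A lower share of senescent cells could lower genes raised in senescence. Of the 16 genes listed, 9 were tested, 5 lower and 4 higher, with a median log2 fold change of -0.15 (camera FDR 0.47), and 3 had an FDR under 0.05 over all genes tested and adjusted over the list alone. With members going both ways and so few tested, this cannot be told apart from no change.

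The rise of the protocadherin genes could come from reads on their shared exons counted for several genes. Members would then move alike. In the gamma cluster, the log2 fold changes of the 14 tested genes spanned 1.69, from -0.34 to 1.34, and their mean counts spanned 337 times. In the alpha cluster, 13 tested genes ran from -0.40 to 1.37. These values argue against shared reads as the source.

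EIF5A2-OE replicate 1 lay between the controls and the other EIF5A2-OE libraries on the first principal component, which held 48.9% of the variance (7.14, against -27.99, -18.41 and -13.56 in the controls and 25.62 and 27.20 in the others). A share of cells without the change in that library might explain this, and would move all genes alike. Among the DEGs of the fit without that library with a mean count of at least 50, the 57 that rose had reached a median of 46.7% of the change in it, and the 37 that fell had reached 90.3% (permutation test, two-sided, 100000 resamples, p = 1e-05, the smallest they can give). The test shuffled genes of 1 library, which are not independent replicates, so its p measures no variation between libraries. Of single genes that rose, TXNIP had reached 51.2%, ARRDC4 63.6% and EIF5A2 itself 84%, and DDIT3, which fell, 98.5%. The difference between the medians argues against such a share as the whole cause. What else sets this library apart was not tested.

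RN7SK, RPPH1, RMRP and SNORD3A, which are among the paper's downregulated DEGs, were highest in Control replicate 3. RNAs without a poly(A) tail carried over in that library are a candidate explanation. Of the 7 tested RNAs of the list of non-polyadenylated RNAs, 5 were highest there, and RN7SL1 and RN7SL2 were highest in EIF5A2-OE replicate 2. The list's median log2 fold change was -1.34 (camera FDR 0.47, FDR under 0.05 for 4 over all genes tested and for 6 adjusted over the list alone). By camera's log2 CPM, it was -0.98 with all libraries and -0.21 without Control replicate 3. With one library behind the pattern and the genes known beforehand, carry-over and a property of those cells cannot be told apart.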
